# Transcriptome Analysis of Co-Cultures of THP-1 Human Macrophages with Inactivated Germinated *Trichophyton rubrum* Conidia

**DOI:** 10.3390/jof9050563

**Published:** 2023-05-12

**Authors:** Bruna Aline Cantelli, Gabriela Gonzalez Segura, Tamires Aparecida Bitencourt, Mariana Heinzen de Abreu, Monise Fazolin Petrucelli, Kamila Peronni, Pablo Rodrigo Sanches, Rene Oliveira Beleboni, Wilson Araújo da Silva Junior, Nilce Maria Martinez-Rossi, Mozart Marins, Ana Lúcia Fachin

**Keywords:** dermatophytes, deep infection, RNA sequencing, LPS, IL-32

## Abstract

Although most mycoses are superficial, the dermatophyte *Trichophyton rubrum* can cause systemic infections in patients with a weakened immune system, resulting in serious and deep lesions. The aim of this study was to analyze the transcriptome of a human monocyte/macrophage cell line (THP-1) co-cultured with inactivated germinated *T. rubrum* conidia (IGC) in order to characterize deep infection. Analysis of macrophage viability by lactate dehydrogenase quantification showed the activation of the immune system after 24 h of contact with live germinated *T. rubrum* conidia (LGC). After standardization of the co-culture conditions, the release of the interleukins TNF-α, IL-8, and IL-12 was quantified. The greater release of IL-12 was observed during co-culturing of THP-1 with IGC, while there was no change in the other cytokines. Next-generation sequencing of the response to *T. rubrum* IGC identified the modulation of 83 genes; of these, 65 were induced and 18 were repressed. The categorization of the modulated genes showed their involvement in signal transduction, cell communication, and immune response pathways. In total, 16 genes were selected for validation and Pearson’s correlation coefficient was 0.98, indicating a high correlation between RNA-seq and qPCR. Modulation of the expression of all genes was similar for LGC and IGC co-culture; however, the fold-change values were higher for LGC. Due to the high expression of the IL-32 gene in RNA-seq, we quantified this interleukin and observed an increased release in co-culture with *T. rubrum*. In conclusion, the macrophages-*T. rubrum* co-culture model revealed the ability of these cells to modulate the immune response, as demonstrated by the release of proinflammatory cytokines and the RNA-seq gene expression profile. The results obtained permit to identify possible molecular targets that are modulated in macrophages and that could be explored in antifungal therapies involving the activation of the immune system.

## 1. Introduction

Dermatophytoses are fungal infections caused by pathogenic fungi that occur in animals and particularly in humans. These diseases affect about 900 million people worldwide [1] and are called dermatophytosis [2,3]. According to data from the World Health Organization (2019), dermatophytes affect about 25% of the world population [4] and 30% to 70% of adults are asymptomatic carriers of these diseases. Epidemiological studies have shown an incidence of dermatophytes of 18.2% in the cases analyzed and 80% of these fungal isolates were characterized as *Trichophyton rubrum* [5]. This species was the predominant etiological agent in 268 positive cases of dermatophytosis [6]. Most dermatophytoses are superficial but may become deep infections when associated with a poor general health status of the patient [7]. Infection begins with fungal adherence, followed by the formation of hyphae that can spread through the tissue, releasing fungal enzymes and other pathogenic factors that mobilize keratinocytes, destroy the epidermal barrier, and increase fungal proliferation. These events trigger activation of the host’s immune response [8], including the modulation of genes involved in the response to fungal infection, in the release of fungal virulence factors, and in the induction of inflammatory cascades [9].

Patients with a weak immune system often develop deep dermatophytosis and, although less frequent, this infection can be fatal. Once the infection is established, the pathogen is able to reach deep layers, such as the dermis and hypodermis, and spread through the lymph nodes and bloodstream [10].

These infections are also reported in patients with a compromised immune system, such as HIV carriers and patients with diabetes mellitus [9,11,12], demonstrating the importance of the immune system in controlling these pathologies. Studies in the literature have shown immunocompromised patients with recurrent dermal abscesses caused by fungi [13,14].

In view of the problems associated with deep infections and the need for discovering new types of treatment in order to control these infections, it is necessary to understand the immunological mechanisms involved in this infection [15]. It is believed that the dermatophyte *T. rubrum* is capable of circumventing the innate immune response of the host cell so that the pathogen is not recognized by the defense system, facilitating the infectious process [16]. Dermatophytes are able to alter their transcriptome in response to the host’s natural defenses, particularly invading keratinized tissues and causing superficial infections that can become chronic and deep [17].

During interaction, the host recognizes highly conserved fungal molecules (e.g., β-glucans), which are components of the cell wall of fungi, such as dermatophytes. These molecules are responsible for stimulating the production of proinflammatory cytokines and chemokines. In superficial dermatophytosis, fungi stimulate keratinocytes that secrete cytokines to attract inflammatory cells. In deep infection, β-glucan is recognized by Toll-like receptor and dectin 1 [18], pattern recognition receptors (PRRs) are responsible for detecting pathogens [19].

Our research group has already described the transcriptional profile of human THP-1 microRNAs involved in fungal infection caused by *T. rubrum* [19]. However, analysis of the transcriptional mRNA profile of this interaction by RNA-seq, which is a recent tool used to investigate the details of pathogen-immune cell interactions that would allow accurate and comprehensive gene expression screening [20], has not been reported in the literature. Therefore, the aim of the present study to perform molecular characterization of deep infection caused by *T. rubrum* using as a tool co-culture with a human macrophage cell line (THP-1).

## 2. Materials and Methods

### 2.1. Human THP-1-Derived Macrophages, Media and Growth Conditions

The human monocytic cell line THP-1 (ATCC TIB202), derived from an acute monocytic leukemia cell line, was purchased from Cell Lines Service GmbH (Eppelheim, Germany). The cells were cultured in an RPMI medium (Sigma Aldrich, St. Louis, MO, USA) supplemented with 10% fetal bovine serum at 37 °C in a humidified atmosphere containing 5% CO_2_. Antibiotics (100 U/mL penicillin and 100 μg/mL streptomycin) were added to the medium to prevent bacterial contamination. THP-1 monocytes were adjusted to 1 × 10^6^ cells/mL in a hemocytometer and differentiated into macrophages using 12.5 ng/mL phorbol 12-myristate 13-acetate (PMA) dissolved in dimethyl sulfoxide (DMSO) in RPMI medium for 24 h at 37 °C in a humidified atmosphere containing 5% CO_2_. After PMA induction, THP-1 cells changed morphology and adhered to the culture dish [21,22].

### 2.2. Trichophyton rubrum Strain, Media, Growth Conditions and Inactivation

*Trichophyton rubrum* CBS 118892 (CBS-KNAW Fungal Biodiversity Center), sequenced by the Broad Institute (Cambridge, MA, USA), was cultured on Sabouraud dextrose agar (Oxoid, Hampshire, England) for 15 days at 28 °C. Conidia were prepared as described previously by [23]. A solution of *T. rubrum* (1 × 10^7^ conidia/mL) was cultured in 5 mL liquid Sabouraud medium for 7 h under gentle shaking, as described in [24,25]. After this period, the fungal material was centrifuged for 10 min at 4000 rpm. Part of these live conidia was stored and the other part was washed with sterile saline and incubated for 60 min at 56 °C for inactivation [26,27]. Live germinated conidia are referred to as LGC and inactivated germinated conidia as IGC. Inactivation was confirmed by the absence of growth of *T. rubrum* IGC on solid Sabouraud dextrose agar.

### 2.3. Co-Culture Conditions

For co-culture, LGC and IGC were transferred to 25-cm^2^ cell culture flasks containing macrophages previously differentiated with PMA (1 × 10^6^ cells/mL), as described previously [19]. For standardization of the co-culture challenged with bacterial lipopolysaccharide (LPS), the cultures were incubated with different LPS concentrations (1 µg/mL, 500 ng/mL, and 250 ng/mL) for different periods. The co-culture flasks containing fungal elements were incubated in an oven for 24 h at 37 °C in a 5% CO_2_ atmosphere, as illustrated in Figure 1.

### 2.4. Electron Microscopy

The interaction of *T. rubrum* LGC with human macrophages was analyzed by electron microscopy (JEOL JEM 100CXII electron microscope). Initially, we performed the induction of the cells for their transformation into macrophages with PMA, and then we performed the co-culture with live *T. rubrum* conidia according to [20] which used 6-well plates and was then incubated for 24 h. The electron microscopy test was carried out according to [28].

### 2.5. LDH Assay for Assessing the Viability of THP-1 Macrophages Co-Cultured with T. rubrum LGC

To evaluate viability of the macrophage cell line during co-culture with *T. rubrum* LGC, the release of lactate dehydrogenase (LDH) was analyzed after different incubation periods (5, 8, 12, 24, and 48 h) [29] using the TOX7 kit (Sigma-Aldrich) according to the manufacturer protocol, as described previously [20].

### 2.6. Quantification of Cytokines

Proinflammatory cytokines were quantified in the supernatant of co-cultures of THP-1 macrophages with *T. rubrum* LGC and IGC. A culture of THP-1 alone was used as negative control.

Quantification was performed in duplicate through two independent experiments. First, IL-12 (31–8000 pg/mL), IL-8 (1–150 pg/mL), and TNF-α (16–2000 pg/mL) were quantified using the ELISA Development Mini TMB EDK kit (PeproTech) according to manufacturer recommendations, as described previously [19]. After the transcriptome experiment, IL-32 (78.1–5000 pg/mL) was quantified using the R&D kit according to manufacturer recommendations.

### 2.7. RNA Isolation and Integrity Analysis

Total RNA was extracted using the miRNeasy^®^ Mini kit (Qiagen, Germany) according to the manufacturer’s instructions. After extraction, the absence of proteins and phenol in the RNA was confirmed in a MidSci Nanophotometer (Midwest Scientific, St. Louis, MO, USA) and RNA integrity was assessed by microfluidic electrophoresis in an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Only RNA with an RNA integrity number (RIN) >7.0 was used. These RNAs were quantified in a Quantus™ Fluorometer (Promega Corporation, Madison, WI, USA) to verify if they had the adequate concentration for library construction.

### 2.8. Library Construction and Sequencing

The cDNA libraries for RNA sequencing were constructed in triplicate for each condition (macrophages cultured with *T. rubrum* IGC and only macrophages as control). The libraries were obtained by paired-end sequencing in a HiSeq 2000 sequencer using the Illumina NextSeq kit, as described by [25]. The RNA-seq data are deposited in the Gene Expression Omnibus (GEO) database [29] under accession number GSE153327.

Only inactivated conidia were used during co-culture to avoid contamination of the macrophage culture with fungal mRNA.

### 2.9. Analysis of Sequencing Data

The raw RNA-seq data were filtered for quality control of the reads using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/, accessed on 3 May 2019) and trimmed with Trimmomatic [29] to remove adapters and other specific Illumina sequences from the reads. The paired-end trimmed reads of each sample were then aligned to the human hg38 genome using STAR aligner [30]. Read counts at the gene level were obtained using the quantMode GeneCounts option of STAR. Differential expression was analyzed with the DESeq2 Bioconductor package [31]. The Benjamini–Hochberg adjusted *p*-value threshold denoting statistical significance of changes in the expression levels of a given gene was set at 0.05, with a variation of ±1.0 being considered a significantly altered level of transcript abundance. Genes above these thresholds are referred to as differentially expressed genes (DEG). Gene ontology (GO) enrichment analysis of DEG was performed using the FunRich tool (http://www.funrich.org/, accessed on 3 May 2019).

### 2.10. QPCR Validation

A set of 16 genes were selected for qPCR validation. cDNA conversion and qPCR were performed as described previously [25] and gene expression levels were calculated using the 2^−ΔΔCT^ comparative method.

GAPDH [32] and β-actin [33] were used as normalizer genes for human macrophages, with the result being reported as mean ± standard deviation of three assays. Pearson’s correlation test was used to assess the correlation between qPCR and RNA-seq. The primers used for qPCR validation are given in Table S1 (Supplementary Materials).

The genes for qPCR validation were selected in order to identify differences in gene expression between live and inactivated *T. rubrum* conidia. The same genes were used to compare the expression profile of genes modulated during co-culture of macrophages stimulated with *T. rubrum* and with bacterial LPS.

## 3. Results

### 3.1. Electron Microscopy of Co-Cultures

Electron microscopy analysis showed that macrophages cells engulf the *T. rubrum* conidia (Figure 2A). Additionally, we observed conidia particles encompassed by macrophages, demonstrating the formation of phagolysosome, starting cellular digestion. This process is essential for providing immune protection against pathogens (Figure 2B).

### 3.2. LDH Assay for Assessing the Viability of THP-1 Macrophages Co-Cultured with T. rubrum LGC

We performed the LDH assay at different times in order to evaluate the viability of macrophages after contact with LGC. The percentage of LDH release was 20% after 24 h; demonstrating that about 80% of the macrophages were viable and adequate for the subsequent assays. There was little interaction between the two organisms at the other time points (5, 8, and 12 h) (Figure 3)

### 3.3. RNA-Seq Analysis of Macrophages Co-Cultured with T. rubrum IGC

Sequencing generated a mean number of 90 million raw reads. 

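THP-1 is a human cell line from an acute monocytic leukemia. Its cells were first turned into macrophage-like cells with PMA, a phorbol ester, at 12.5 ng/mL. The RNA-seq experiment compared 3 libraries of these macrophages after 24 h with germinated conidia of *T. rubrum* that had been inactivated at 56 °C for 60 min (IGC) with 3 control libraries of macrophages alone. The control libraries held 36818494, 36688547 and 40905910 counts in genes, and the co-culture libraries held 36410307, 37468242 and 38237425. The paper's Table S2 gives 92503239 to 102973651 raw reads per library, with a mean of 96232702. The values given here use the gene counts, not these read totals. The authors trimmed the reads, aligned them to hg38 with STAR and counted read pairs per gene with its GeneCounts option. From these counts, 14728 of the 26475 genes listed were kept by the default filter of edgeR, and they held 99.968% of all counts. The counts were scaled by TMM, with factors of 0.983 to 1.03, and are given relative to the library total (CPM, as edgeR computes it) with the SD over the 3 libraries of a group. Each gene was tested between co-culture and control with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Adding the replicate number to the test or leaving out 1 library changed how many genes passed far more than another scaling did. The paper's text states that libraries were made in triplicate but not that they came from separate cultures, so the p-values measure the spread between these libraries, which could be technical. Whether the counts used the strand is not given in the sources used here, so reads of a gene and its antisense partner may not be told apart.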

Low-quality reads were removed. An average 90% of the high-quality reads were aligned to the hg38 (*Homo sapiens*) reference genome (UCSC Genome Bioinformatics site, Santa Cruz, CA, USA). Table S2 (Supplementary Materials) shows the total number of filtered and aligned reads.

### 3.4. Analysis of the Transcriptional Profile of Differentially Expressed Genes

In total, 83 genes (Table S3, Supplementary Materials) were differentially expressed during 24 h of co-culture. 

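After 24 h with IGC, 172 genes were higher and 89 were lower in the macrophages at an adjusted p under 0.05 from edgeR. The smallest p belonged to MMP9, a gelatinase that degrades extracellular matrix, and to SRC, a tyrosine kinase of signaling downstream of adhesion and immune receptors. MMP9 lies on chromosome 20 of hg38 from 46008908 to 46016561 and rose from 2002 ± 50.3 to 4140 ± 75.2 CPM (SD, n = 3 per group). This was a log2 fold change of 1.05 (standard error 0.06, adjusted p = 0.00194 from edgeR's quasi-likelihood test). SRC rose from 20.1 ± 0.855 to 46.6 ± 1.5 CPM (SD, n = 3), with a log2 fold change of 1.21 (standard error 0.07, adjusted p = 0.00194 from edgeR). With a log2 fold change of at least 1 in either direction as well, 49 genes were higher and 12 were lower. Of the 83 genes of Table S3, 58 passed the adjusted p, and 83 did when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. With the replicate number as a block, 1299 genes were higher and 1189 were lower in edgeR, and at both thresholds 95 were higher and 40 were lower. The libraries do not settle whether these numbers pair them, so results with the block are given as an alternative only.
The libraries numbered 2 of both groups stood apart from the other libraries, and without them 485 genes were higher and 371 were lower. The calls depended on each library, since 0 genes passed in edgeR without control replicate 3 (1429 at an unadjusted p under 0.05), 5 without co-culture replicate 1, 25 without control replicate 1, 26 without co-culture replicate 3, 52 without control replicate 2 and 153 without co-culture replicate 2. The paper compared the same counts with DESeq2, kept the genes past both thresholds, and from these states that 83 genes were differentially expressed.

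**Figure D1:**
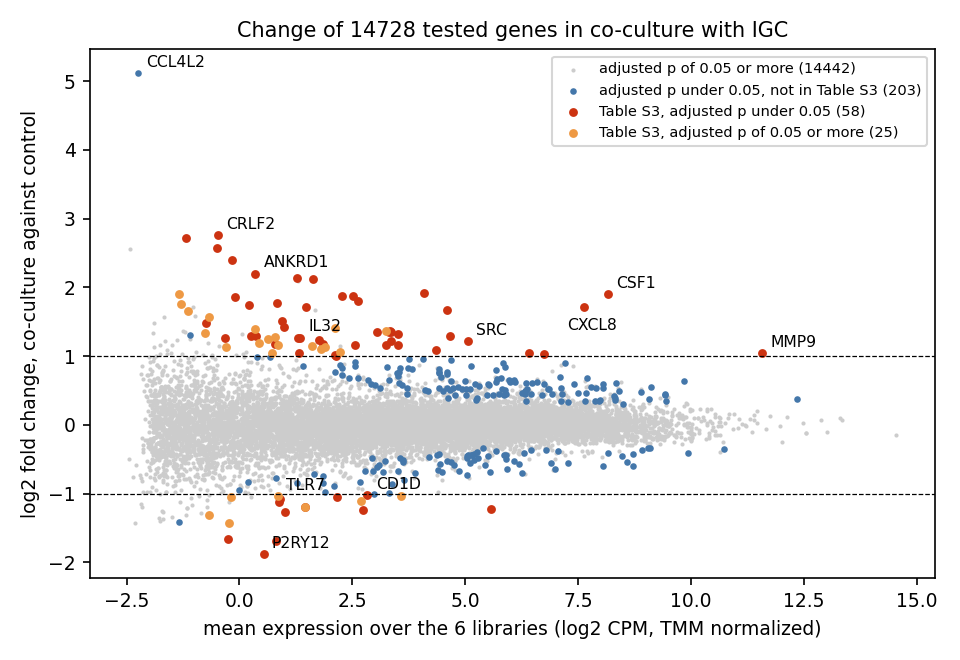
Log2 fold change of each of the 14728 genes tested (vertical axis) against its mean expression over the 6 libraries in log2 CPM (horizontal axis). Red points are the 58 genes of Table S3 with an adjusted p under 0.05 from edgeR, orange points the other 25, blue points the 203 genes called outside Table S3, and dashed lines mark log2 fold changes of 1 and -1.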

Table 1 shows the 10 most significantly modulated genes.

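The largest rises of Table 1 were in genes with low counts in these libraries. Read pairs that map to several places are not counted, and whether CRLF2 lost pairs in this way was not tested. CRLF2, a subunit of the receptor for the cytokine TSLP (chromosome X, 1190490 to 1212723), rose from 0.181 ± 0.0583 to 1.26 ± 0.188 CPM (SD, n = 3), a log2 fold change of 2.76 (standard error 0.27, adjusted p = 0.0102 from edgeR). GREM1, an antagonist of bone morphogenetic proteins, had a log2 fold change of 2.72 (standard error 0.44, adjusted p = 0.0332 from edgeR), and EBF1, a transcription factor of B cells, had one of 2.57 (standard error 0.41, adjusted p = 0.0317 from edgeR). LIF, a cytokine of the IL-6 family on chromosome 22 (30240453 to 30246759), rose by 2.13 on the log2 scale, and HIVEP2, a zinc finger transcription factor, rose by 2.12. Among the repressed genes, P2RY12, a receptor for ADP on chromosome 3 (151336843 to 151384753), fell by 1.88 on the log2 scale, from 2.28 ± 0.681 to 0.619 ± 0.137 CPM (SD, n = 3, standard error 0.28, adjusted p = 0.0303 from edgeR). NTS, the precursor of neurotensin, fell by 1.66, NLRP12, a NOD-like receptor, fell by 1.26, and HPSE, the heparan sulfate cleaving enzyme heparanase, fell by 1.24. Of the 20 genes of Table 1, 9 of 10 induced and 7 of 10 repressed genes passed the adjusted p. CCL24, a chemokine for eosinophils, had a log2 fold change of 1.90 (adjusted p = 0.0569 from edgeR and 0.00201 with the replicate block). BBOX1, an enzyme of carnitine synthesis, had one of -1.43 (adjusted p = 0.109, and 7.42e-04 with the block), LINC01537 one of -1.31 (0.0858, and 0.00963 with the block) and MMRN2 one of -1.19 (0.137, and 0.00110 with the block). A mean of under 1 CPM over the 6 libraries was found for 8 of the 20 genes. Without control replicate 3 0 of the 20 passed in edgeR, and without co-culture replicate 1 only 1 did, while 7 passed without control replicate 1, 8 without control replicate 2 and 4 without co-culture replicate 3.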

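Most genes that rose or fell did so by a log2 fold change of under 1 in size. Of the 172 genes that were higher at the adjusted p alone, 123 had a log2 fold change under 1, and of the 89 that were lower, 77 fell by less than 1. EBI3, a subunit of the cytokines IL-27 and IL-35, had a log2 fold change of 0.95 (standard error 0.09, adjusted p = 0.0102 from edgeR) and went from 9.24 ± 0.664 to 17.9 ± 1.06 CPM (SD, n = 3). IRAK2, a kinase of Toll-like and interleukin-1 receptor signaling, rose by 0.94 on the log2 scale. FCGR1A, the high-affinity receptor for IgG, fell by 0.66, from 25.7 ± 0.647 to 16.3 ± 1.00 CPM (SD, n = 3, adjusted p = 0.0156 from edgeR). It has near-identical copies in the genome, and its level is uncertain because read pairs that map to several of them are not counted. CX3CR1, the receptor for fractalkine, fell by 0.99. A test against a log2 fold change of 1 rather than 0 (glmTreat in edgeR) was run without the replicate block. In it 0 of 14728 genes passed the adjusted p, the smallest being 0.249, and 57 had an unadjusted p under 0.05. Without control replicate 3 or co-culture replicate 1, EBI3 and IRAK2 did not pass in edgeR, and FCGR1A and CX3CR1 each passed in 1 of the 6 fits that left out 1 library.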

According to the distribution of the genes, a log2 fold change cut-off +/- 1 was established to define the most DEG.

### 3.5. Functional Categorization of Differentially Expressed Genes

The DEG were grouped by functional categories: biological processes, molecular functions, and cellular components. 

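Some genes of the chemokine, cytokine and NF-κB groups were higher in the co-culture, and most of the tested cytokines and NF-κB genes did not pass. Of 6 tested CXC chemokines that attract neutrophils, 3 were higher and 0 lower (4 higher when adjusted over the list alone). Of 22 cytokines and growth factors of macrophages, 9 were higher and 0 lower (11 higher and 1 lower over the list alone). TNF, a central inflammatory cytokine, rose from 3.66 ± 0.740 to 8.19 ± 1.06 CPM (SD, n = 3, log2 fold change 1.16, standard error 0.17, adjusted p = 0.0300 from edgeR), and IL1B, which encodes IL-1β, rose by 0.60 on the log2 scale. INHBA, a subunit of activin A, rose by 0.91. The paper's ELISA found no difference in the release of TNF-α or IL-8 with IGC, although TNF and CXCL8 RNA rose. The cause of this difference was not tested. Of 34 NF-κB target and feedback genes, 13 were higher and 0 lower (19 higher over the list alone). BIRC3, an inhibitor of apoptosis, rose by 1.33, TRAF1, an adaptor of TNF receptors, by 1.05, and CD83, a marker of activation, by 0.60. Of 28 matrix metalloproteinases and inhibitors, 8 were higher and 1, HPSE, was lower (10 and 4 over the list alone), among them TIMP4 with a log2 fold change of 1.26. In limma's camera test with a preset correlation these 4 lists were higher, with adjusted p = 1.75e-14, 5.51e-16, 1.64e-26 and 8.37e-08. With an estimated correlation the adjusted p was 0.0582 for the CXC chemokines, 0.0421 for the cytokines, 0.0582 for the NF-κB genes and 0.227 for the metalloproteinases. With the replicate block, 5, 11, 23 and 12 of their genes were higher and 0, 2, 0 and 6 lower in edgeR. Of all 35 lists tested, camera called 20 between the real groups and 6 to 16 between other splits of the libraries. The list of 78 ribosomal protein genes, taken as a sign of RNA quality, was lower in camera (adjusted p = 5.36e-12, 0.526 with an estimated correlation), and neutrophil markers (4.78e-07, and 0.0582) and fibroblast markers (9.03e-04, and 0.271) were higher. The lists were fixed with Table S3 already read, and 4, 4, 4 and 7 of their genes come from it, so they are not independent of these libraries. No gene of the 4 lists passed in edgeR without control replicate 3, and 1, 0, 1 and 1 did without co-culture replicate 1. The genes that were higher numbered 0, 2, 3 and 4 without control replicate 1, 3, 4, 4 and 4 without control replicate 2, and 0, 2, 2 and 3 without co-culture replicate 3.

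**Figure D2:**
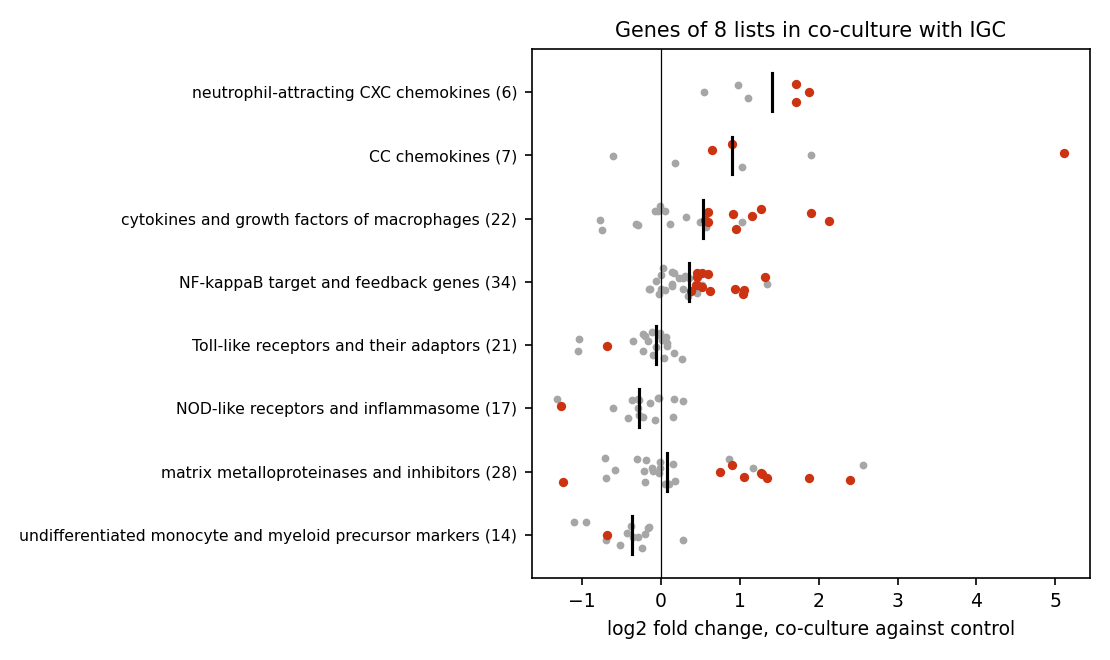
Log2 fold change of every tested gene (points) of 8 lists, co-culture against control, with the number of tested genes in parentheses. Red points have an adjusted p under 0.05 from edgeR, gray points do not, and black bars are the medians, at 1.41 for the CXC chemokines and 0.35 for the NF-κB genes.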

Among the functional category of biological processes, we chose to validate and discuss genes related to the immune response and other functions (Table 2).

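Among the 16 genes of Table 2, CSF1 and CXCL8 had the highest levels in the co-culture. CSF1, the growth factor of macrophages, reached 452 ± 91.6 CPM and CXCL8, which encodes IL-8, reached 304 ± 38.6 CPM (SD, n = 3). SLC43A2, a transporter of neutral amino acids, rose from 7.12 ± 0.501 to 26.9 ± 4.54 CPM (SD, n = 3), a log2 fold change of 1.92 (standard error 0.14, adjusted p = 0.00550 from edgeR). MMP10, a stromelysin on chromosome 11 (102770502 to 102780628), had a log2 fold change of 2.40 (standard error 0.27, adjusted p = 0.0148 from edgeR). CXCL3 rose by 1.88 and CXCL1 by 1.71 on the log2 scale (adjusted p = 0.0156 and 0.0104 from edgeR). These chemokines and CXCL2 have similar sequences, and read pairs that map to several of them are not counted. FCGBP, a binding protein for the Fc part of IgG, fell by 1.22, S1PR1, a receptor for sphingosine-1-phosphate, fell by 1.69, and CD1D, which presents lipid antigens, fell by 1.03, from 9.57 ± 0.410 to 4.70 ± 0.524 CPM (SD, n = 3). CXCL2 had a log2 fold change of 1.10 (adjusted p = 0.0883 from edgeR, 8.06e-04 with the replicate block), TLR8 one of -1.05 (0.0805, and 0.0102 with the block) and TLR7 one of -1.04 (0.144, and 8.38e-04 with the block). With CCL24, these 4 did not pass, while 9 of 11 induced and 3 of 5 repressed genes did, and all 16 passed with the block. Without control replicate 3, 0 of the 16 passed, 2 without co-culture replicate 1, 4 without co-culture replicate 3 and 5 without control replicate 1.

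**Figure D3:**
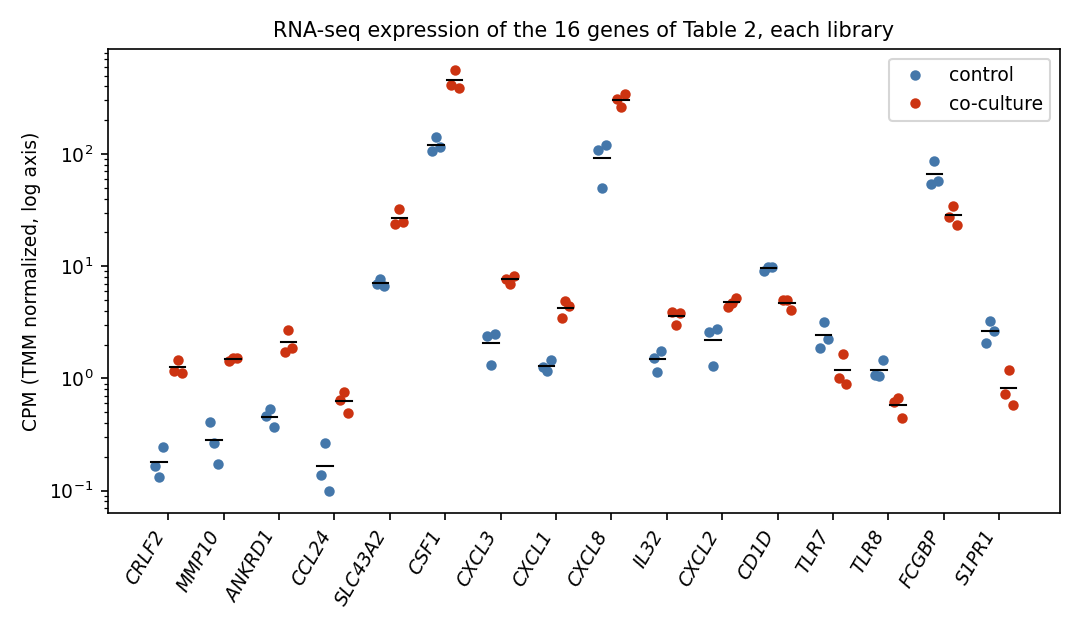
RNA-seq expression of the 16 genes of Table 2 in each library, in CPM on a log axis, with control libraries in blue, co-culture libraries in red and the group means as black bars. In each gene the 3 co-culture values lie on one side of the 3 control values.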

Based on these categories, the genes selected for validation followed the criterion of highest fold change, with most genes being related to the immune response. Primers targeting the selected genes used for qPCR analysis are described in Table S1.

### 3.6. Validation by qPCR

Pearson’s correlation coefficient was determined to evaluate the degree of correlation between the techniques used (RNA-seq and qPCR) for expression analysis of the 16 validated genes (Figure 4). There was a strong correlation (R = 0.98) between the RNA-seq and qPCR results.

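The RNA-seq side of this comparison was recomputed from the counts, and the qPCR values were not analysed here. Across the 16 genes, the log2 fold change fitted with edgeR differed from the RNA-seq value in the paper's Table 2 by at most 0.029, with Pearson's r of 1.00 and Spearman's rho of 0.999. The genes form an induced and a repressed group. Within the 11 induced genes rho was 0.998, and within the 5 repressed genes, CD1D, TLR7, TLR8, FCGBP and S1PR1, it was 1.00. These are correlations across genes, which are not independent replicates. Both sides come from the same counts, so the match checks the computation only and not the qPCR result. ACTB, which encodes β-actin, and GAPDH, the normalizer genes of the qPCR, had log2 fold changes of 0.08 (standard error 0.09, adjusted p = 0.773 from edgeR) and -0.09 (standard error 0.12, adjusted p = 0.789).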

### 3.7. Comparison of the Expression Profile of Validated Genes between Co-Cultures Using IGC and LGC

The validated genes were used to evaluate the existence of differences in the expression profile between co-cultures with IGC and LGC. Figure 5 shows a higher expression level of all macrophage genes evaluated (except for TRL8 and CD1D) when co-cultured with LGC compared to IGC. However, there was no difference in the profile of gene modulation (induction or repression) between the two conditions studied.

### 3.8. Analysis of the Release of Interleukins during Co-Culture

To evaluate the response of macrophages to IGC, we quantified the interleukins TNF-α, IL-8, and IL-12. We observed an increase in IL-12 release when macrophages were co-cultured with IGC compared to control (only THP-1) (Figure 6). There was no difference between groups in the other interleukins quantified.

The results of RNA-seq showed induction of the gene encoding IL-32. Thus, in order to assess the modulation of the protein encoded by this gene, we quantified the release of this interleukin during co-culture with IGC. 

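IL32, which encodes a cytokine that promotes the release of other inflammatory cytokines, rose in the macrophages co-cultured with IGC. It lies on chromosome 16 of hg38 from 3065297 to 3082192. Its level was 1.48 ± 0.317 CPM in the control and 3.58 ± 0.485 CPM in the co-culture (SD, n = 3 per group), from counts of 56, 43 and 72 against 139, 113 and 147. The log2 fold change was 1.27 (standard error 0.19, adjusted p = 0.0303 from edgeR's quasi-likelihood test), and each co-culture library was above each control library. Without co-culture replicate 2 the adjusted p of IL32 was 0.0256. It was 0.0675 without control replicate 2, 0.102 without control replicate 1, 0.116 without control replicate 3, 0.123 without co-culture replicate 1 and 0.1001 without co-culture replicate 3, in edgeR.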

As can be seen in Figure 7, there was a significant increase in the release of IL-32 in co-culture with *T. rubrum* IGC when compared to control.

### 3.9. Comparison of the Response of THP-1 Human Macrophages Co-Cultured with T. rubrum and Stimulated with Bacterial LPS

To assess whether genes modulated by macrophages were specific for a fungal response, we evaluated the same genes selected from the RNA-seq data in a co-culture of bacterial LPS-challenged human macrophages. First, the cells were co-cultured with different concentrations of LPS (1 µg/mL, 500 ng/mL, and 250 ng/mL) for 24 h. However, there was no modulation of any of the selected genes, including the TLR4 gene, which is a widely known LPS receptor.

We therefore constructed gene expression curves using different incubation times (3, 6, and 9 h) and concentrations of LPS (500 and 250 ng/mL). Modulation of all genes was observed at 9 h only. This period was chosen to evaluate the effect of LPS at a concentration of 500 ng/mL on THP-1 cells and to compare their response to co-culture with *T. rubrum* for 9 h (Figure 8).

## 4. Discussion

Currently, the number of patients with superficial infection caused by *T. rubrum* is increasing. Furthermore, the incidence of new cases of deep infections caused by this dermatophyte has encouraged the search for new drugs and new types of treatment by the scientific community [10,25].

The mechanisms underlying deep infections caused by *T. rubrum* have not yet been clarified. Within this context, molecular studies can be used to identify new target genes that could lead to the discovery of new drugs for treating and/or preventing the aggravation of superficial and deep infections. We highlight the importance of studies using different models of infection, which provide tools that can help elucidate the immune system responses of patients with deep infections caused by this dermatophyte.

To analyze the pathogen–host relationship, we co-cultured THP-1 human macrophages with germinated *T. rubrum* conidia. Electron microscopy revealed the internalization of conidia by THP-1 cells, demonstrating the interaction between the two organisms. These results agree with the literature showing that mouse macrophages were able to engulf *T. rubrum* conidia, which developed into hyphae inside the macrophages, bypassing the immune system [34].

After assessing the interaction between organisms, we evaluated the viability of macrophages after different periods of incubation (5–48 h) with *T. rubrum* LGC by quantifying the release of LDH. An incubation time of 24 h was chosen in the assays because about 80% of macrophages were viable after this period.

Ref. [25] showed a percent release of LDH of 18% during *Trichophyton rubrum* and HaCat Keratinocyte co-culture, demonstrating that 82% of human keratinocytes were viable after 24 h of interaction. In terms of co-culture condition [19], we evaluated the viability of THP-1 macrophages in response to inactivated *T. rubrum* and found that 70% of the cells were viable after 24 h of interaction. In addition, these authors demonstrated that the viability of macrophages decreased within 48 h of co-culture, in agreement with the results of the present study.

Based on a previous study from our research group [19], IL-6 was quantified in co-cultures of THP-1 cells with *T. rubrum* LGC at different incubation times in order to determine the best exposure time of the two cell types for the quantification of other interleukins and for use as a parameter of the immune response in the subsequent assays. According to [35], an increase in IL-6 release is an indicator of activation of the immune response induced by contact with *T. rubrum* and we, thus, showed activation of the immune system via IL-6. In addition, the LDH assay indicated an incubation time of 24 h as the most appropriate.

In the present study, we quantified the release of IL-12 during co-culture. This interleukin is induced by microorganism particles in monocytes and macrophages [36]. In addition, IL-12 plays an important role during systemic infection but is less important during skin infections [26]. The release of IL-12 was significantly greater during co-culture, showing that THP-1 cells were sensitized by inactivated conidia. This interleukin plays an important role in controlling fungal infection caused by *T. rubrum* since [36] showed that cells of IL-12-deficient mutant mice had a low phagocytic index and the fungal load on the infected skin was increased.

Our work demonstrated an association of IL-32 release with fungal infection caused by *T. rubrum*. Several studies have reported the action of IL-32. This interleukin controls the development of infection by inducing the expression of a cascade of proinflammatory cytokines [37,38]. The silencing of the gene encoding IL-32 in THP-1 macrophages infected with *Leishmania* led to an increase in infection [39]. Recently, IL-32 release was detected in oral lesions of patients infected with *Paracoccidioides* spp. [40].

Next-generation sequencing of the response of macrophages to co-culture with *T. rubrum* IGC revealed 83 modulated genes; of these, 65 were induced and 18 were repressed. 

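All 65 induced and all 18 repressed genes of Table S3 separated the groups, with the 3 co-culture libraries on one side of the 3 control libraries, which is not independent evidence because the study chose them on these libraries. Among the genes behind the largest rises with a mean of at least 1 CPM were NR4A3, an orphan nuclear receptor induced by activation, with a log2 fold change of 1.81 (standard error 0.21, adjusted p = 0.0156 from edgeR), and TFPI2, an inhibitor of serine proteases, with 1.87 (standard error 0.24, adjusted p = 0.0187 from edgeR). COL12A1, a collagen associated with fibrils, rose by 1.74. PDE7B, a phosphodiesterase that degrades cyclic AMP, fell by 1.20 on the log2 scale (standard error 0.20, adjusted p = 0.0339 from edgeR). In edgeR 47 of the 65 induced and 11 of the 18 repressed genes passed the adjusted p. Over all tested genes, 1570 were higher and 1627 were lower in every co-culture library than in every control library, together 21.7% of the genes. Chance gives 10% where libraries are exchangeable, but the other splits of these 6 libraries into 3 and 3 separated 2.4% to 22.2%, the highest being a split that keeps the libraries numbered 2 together. Of the 6 fits that left out 1 library, NR4A3 passed in 3, TFPI2 in 1, PDE7B in 1 and COL12A1 in 0.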

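Most receptors of the innate immune response did not pass the test, and those that did were either higher or lower. Of 21 tested Toll-like receptors and adaptors, 1 was lower and 0 higher (5 lower and 1 higher when adjusted over the list alone). The 1 was CD14, the co-receptor for lipopolysaccharide, which fell by 0.68 on the log2 scale, from 8.47 ± 0.719 to 5.30 ± 0.538 CPM (SD, n = 3, standard error 0.12, adjusted p = 0.0406 from edgeR). Of 17 NOD-like receptors and inflammasome genes, 1, NLRP12, was lower and 0 higher (3 lower over the list alone). Of 18 C-type lectin receptors and signaling genes, CLEC5A and LGALS3 were higher and FCER1G and MRC2 lower. CLEC5A, a receptor that signals through TYROBP, rose from 4.62 ± 0.251 to 11.8 ± 1.28 CPM (SD, n = 3), a log2 fold change of 1.35 (standard error 0.11, adjusted p = 0.00874 from edgeR), and FCER1G, the signaling chain shared with Fc receptors, fell by 0.41. Of 26 Fc and complement receptors and genes of phagocytosis, FCAR and AXL were higher and FCGR1A and FCER1G lower, with FCAR, the receptor for IgA, at a log2 fold change of 1.17. Of 9 subunits of the NADPH oxidase, NCF1, which loses read pairs that also map to its pseudogenes, rose by 1.09 and NCF4 fell by 0.50. Of 21 purinergic and vascular G protein-coupled receptors, P2RY12 and CX3CR1 were lower and CCR7 was higher. In limma's camera test the Toll-like receptor list (adjusted p = 0.0497, 0.0886 with the replicate block), the NOD-like receptor list (1.58e-04) and the G protein-coupled receptor list (0.0321) were lower, with adjusted p = 0.236, 0.0598 and 0.227 with an estimated correlation. With the replicate block, 2 of the Toll-like receptor genes were higher and 5 lower in edgeR, 1 and 7 of the NOD-like receptor genes, 3 and 6 of the lectin genes, 4 and 7 of the Fc receptor genes, 2 and 3 of the oxidase genes, and 3 and 6 of the G protein-coupled receptors. The ribosomal protein list, taken as a sign of RNA quality, was lower too, with a median log2 fold change of -0.19, as was the list of monocyte markers (camera adjusted p = 6.02e-06, 0.0598 with an estimated correlation), which shares 1 gene each with the Toll-like and G protein-coupled receptor lists. The lectin, Fc receptor and oxidase lists had adjusted p = 0.564, 0.316 and 0.874. CD14, FCER1G, LGALS3, MRC2 and CCR7 did not pass in edgeR in any fit that left out 1 library, NCF1 passed in 3, NLRP12 in 2 and NCF4 and AXL in 1 of the 6, and CLEC5A and FCAR did not pass without control replicate 3 or co-culture replicate 1. The Toll-like receptor list lost its call without control replicate 2, control replicate 3 or co-culture replicate 2 (adjusted p up to 0.105), and the G protein-coupled receptor list without control replicate 2 (0.0752).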

The categorization of modulated genes showed their involvement in signal transduction, cell communication, and immune response pathways. Sixteen genes were selected for validation and Pearson’s correlation coefficient was 0.98, indicating a high correlation between RNA-seq and qPCR. We describe some modulated genes in the present study and, although not directly related to infections caused by *T. rubrum*, we highlight the importance of modulation of these genes during co-culture of THP-1 macrophages with *T. rubrum*, a tool that can be used to simulate the response to deep infection caused by this dermatophyte.

Based on the transcriptome results, we describe unpublished data that can be explored in an attempt to identify biomarker genes and possible therapeutic targets for the control of dermatophyte infection. We highlight the ANKRD1 gene, which was found to be induced in hepatitis C virus infection [41]. 

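ANKRD1 encodes an ankyrin repeat protein of the nucleus and the sarcomere and lies on chromosome 10 of hg38 from 90912096 to 90921087. It rose in the co-culture with IGC from 0.455 ± 0.0815 to 2.10 ± 0.532 CPM (SD, n = 3 per group). The log2 fold change was 2.20 (standard error 0.25, adjusted p = 0.0153 from edgeR's quasi-likelihood test), larger than the spread between replicates. Among genes past the adjusted p with separated groups and a mean of at least 1 CPM, this was the largest rise. The adjusted p of ANKRD1 was 0.0425 without control replicate 2 and 0.0157 without co-culture replicate 2 in edgeR. It was 0.0582 without control replicate 1, 0.107 without control replicate 3, 0.0539 without co-culture replicate 1 and 0.0583 without co-culture replicate 3.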

The silencing of this gene led to an increase in the viral load of herpes simplex virus [42]. The increased expression of the ANKRD1 gene was observed in skin lesions (important for wound healing and closure) [43]. The gene S1PR1 was induced in co-cultures of THP-1 cells with *T. rubrum* IGC for 9 h. Sphingosine-1-phosphate (S1P) and its receptor S1P receptor 1 (S1PR1) are potential therapeutic targets and biomarkers for sepsis. *S1PR1*-associated biomarkers could predict the survival of patients with sepsis using gene expression profiles of peripheral blood [44]. Moreover, the S1PR1 gene has been correlated with a reduction in acute lung injury induced by influenza H1N1 [45] and plays an important role in the physiopathology of *P. aeruginosa* [46].

The same validated genes of RNA-seq were used to determine the existence of differences in the expression profile between co-cultures with IGC and LGC. All macrophage genes evaluated (with the exception of TRL8 and CD1D) exhibited higher expression levels when LGC were used; however, we found no difference in the modulation profile (induction or repression) between the two conditions studied.

We compared the expression profile of genes selected by RNA-seq during co-culture macrophages with inactivated fungal elements of *T. rubrum* and macrophages challenged with LPS. Lipopolysaccharide is a major component of the wall of Gram-negative bacteria and is a classical activator of inflammation that is used in many inflammatory models. It is well established that after binding to the Toll-like receptor 4 (TLR4) on the membrane of immune cells, LPS rapidly triggers the activation of signaling pathways, inducing mitogen-activated protein kinase (MAPK) and nuclear factor-κ light-chain-enhancer of activated B cells (NF-κB) through MyD88-dependent and independent mechanisms and the subsequent expression of inflammatory cytokines by macrophages [47,48,49].

Analysis of CRLF2, MMP10, ANKD1, and SLC43A2 gene expression showed the same modulation profile in co-cultures of macrophages with LPS and with fungal elements of *T. rubrum*. On the other hand, the CSF1, CXCL1, CXCL2, CXCL3, CXCL8, IL-32, TLR7, and CD1D genes were induced by LPS but were repressed in co-culture with *T. rubrum*. The FCGBP and S1PR1 genes were repressed by LPS and induced in co-culture with *T. rubrum*. The TLR7 gene was up-regulated in the presence of LPS and was repressed in the presence of *T. rubrum*.

In recent years, the role of intracellular pattern recognition receptors (TLR3, TLR7, TLR8, and TLR9) has become increasingly important in the pathophysiology of some mycoses, such as paracoccidioidomycosis, cryptococcosis, aspergillosis, and candidiasis [50]. We observed repression of the TLR7 gene during co-culture of THP-1 cells with inactivated *T. rubrum* for 9 h, suggesting that the cellular response to *T. rubrum* may not be dependent on TLR7.

Most changes in gene expression are not yet clear but indicate a broad interaction between macrophages and *T. rubrum*. The identification of genes with specific activity against bacteria or fungi can be used to treat infectious and inflammatory diseases.

## 5. Conclusions

The co-culture of a macrophage cell line with fungal elements of *T. rubrum* proved to be an effective tool to understand the fungus–macrophage relationship. In particular, the increase in the level of the inflammatory interleukin IL-32 is an indicator of activation of the response elicited by the contact of macrophages with *T. rubrum*. 

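After 24 h with IGC, CSF1 and CXCL8 rose from a high level in the control macrophages, and IL32 rose from one far below theirs. For the shorter co-culture compared with LPS, the paper describes CSF1, CXCL8, IL32, CXCL1, CXCL2 and CXCL3 as repressed. It describes FCGBP and S1PR1, which fell here, as induced there, while TLR7 and CD1D are lower in both. Why the directions differ was not tested. CSF1 lies on chromosome 1 of hg38 from 109910242 to 109930992. Its level in the control was 121 ± 18.5 CPM (SD, n = 3), and its log2 fold change was 1.90 (standard error 0.16, adjusted p = 0.00874 from edgeR). CXCL8 lies on chromosome 4 from 73740519 to 73743716. Its level in the control was 92.9 ± 38.0 CPM (SD, n = 3), and its log2 fold change was 1.71 (standard error 0.30, adjusted p = 0.0421 from edgeR). The adjusted p of CSF1 was 0.0749 without control replicate 3 and 0.0539 without co-culture replicate 1. CXCL8 passed in 1 of the 6 fits that left out 1 library, that without control replicate 2 (adjusted p = 0.0210 from edgeR), and its log2 fold change was 1.41 there. In the other fits its adjusted p lay between 0.0520 and 0.152.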

The modulation of the expression of genes, such as IL-32, IL-8, and CSF-1, during co-culturing revealed new targets that can be used in therapies designed to increase the host immune response in deep infections caused by *T. rubrum*.

## Figures and Tables

**Figure 1:**
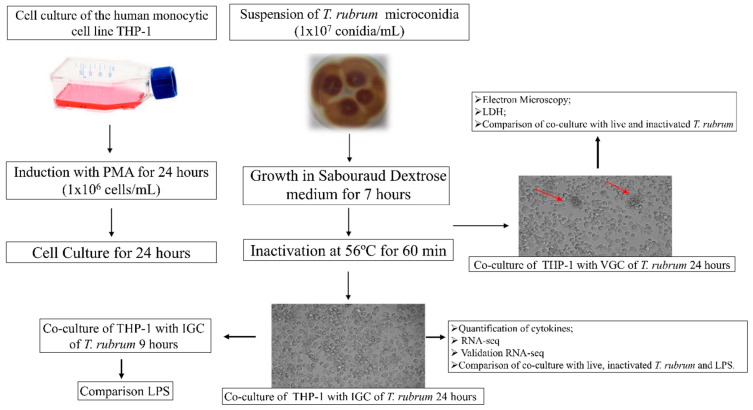
Co-culture of macrophages with live germinated (LGC) and heat-inactivated germinated (IGC) *T. rubrum* conidia. The arrows indicate the interaction between macrophages and fungal elements.

**Figure 2:**
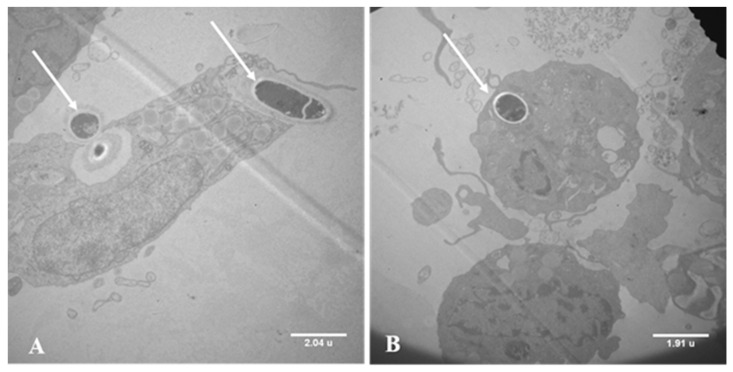
Co-culture of live germinated *Trichophyton rubrum* conidia (LGC) with the THP-1 human macrophage cell line for 24 h. (**A**) Macrophages cells engulf the *T. rubrum* conidia. (**B**) Formation of phagolysosome. Magnification: 5k×. The arrows indicate LGC inside macrophages.

**Figure 3:**
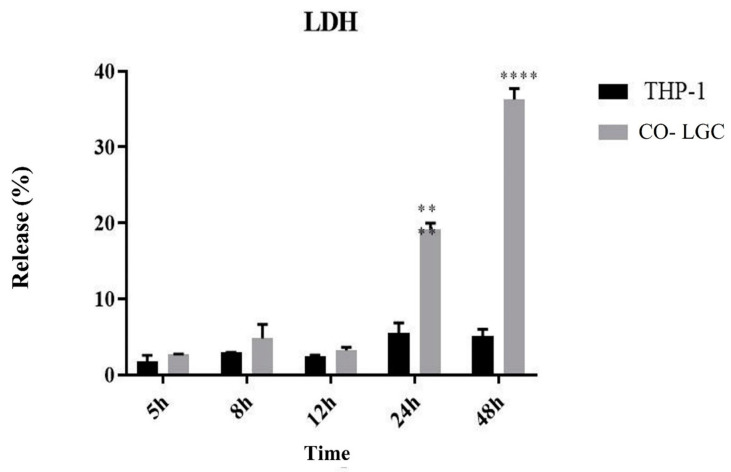
Release of LDH during co-culture of live germinated *T. rubrum* conidia (Co-LGC) with the THP-1 human macrophage cell line for 5, 8, 12, 24, and 48 h. Paired *t*-test. ** *p* < 0.01; **** *p* < 0.0001.

**Figure 4:**
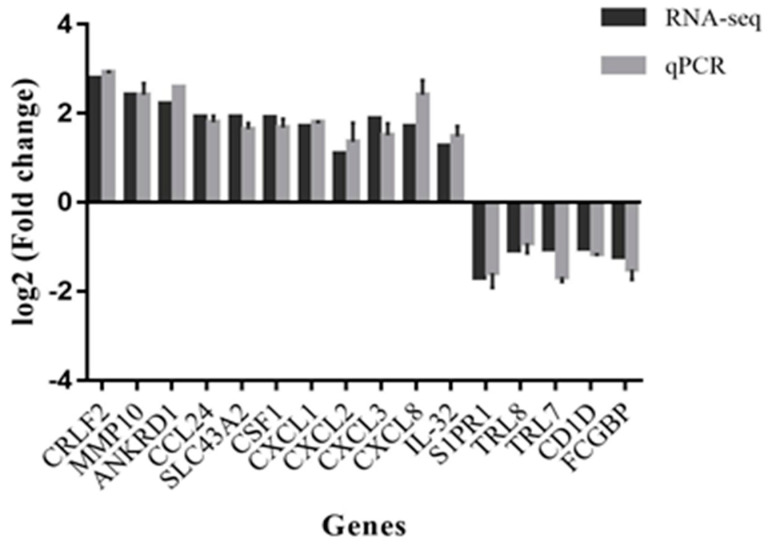
Comparison of the gene modulation profile found by RNA-seq and qPCR (R = 0.98, *p* < 0.001).

**Figure 5:**
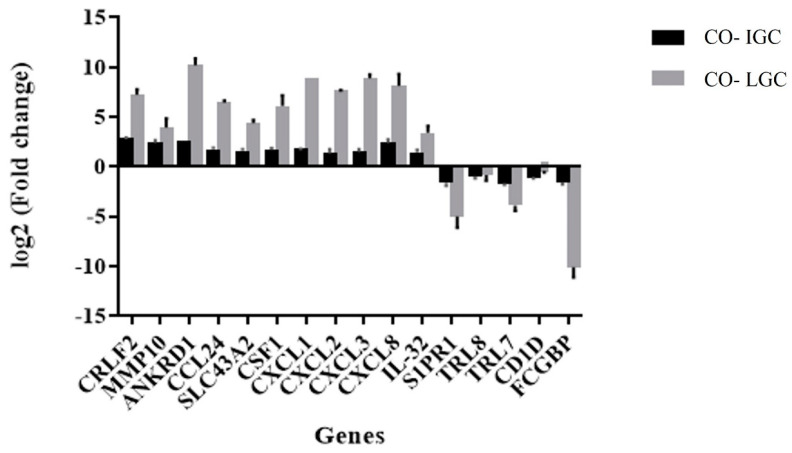
Comparison of co-cultures with live (Co-LGC) and inactivated (Co-IGC) germinated *T. rubrum* conidia.

**Figure 6:**
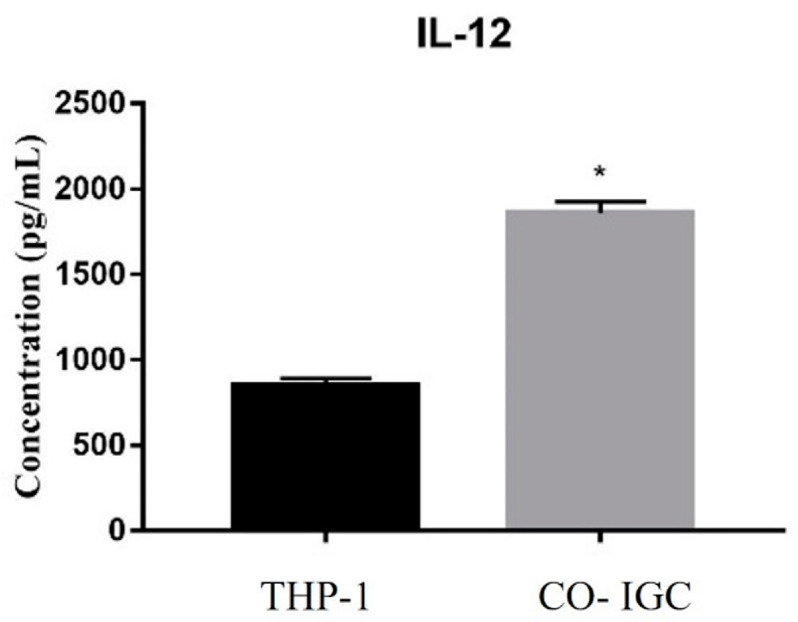
Quantification of IL-12 release (pg/mL) after 24 h. THP-1: only macrophages; CO- IGC: co-culture of THP-1 with inactivated germinated *T. rubrum* conidia. Paired *t*-test. * *p* < 0.001.

**Figure 7:**
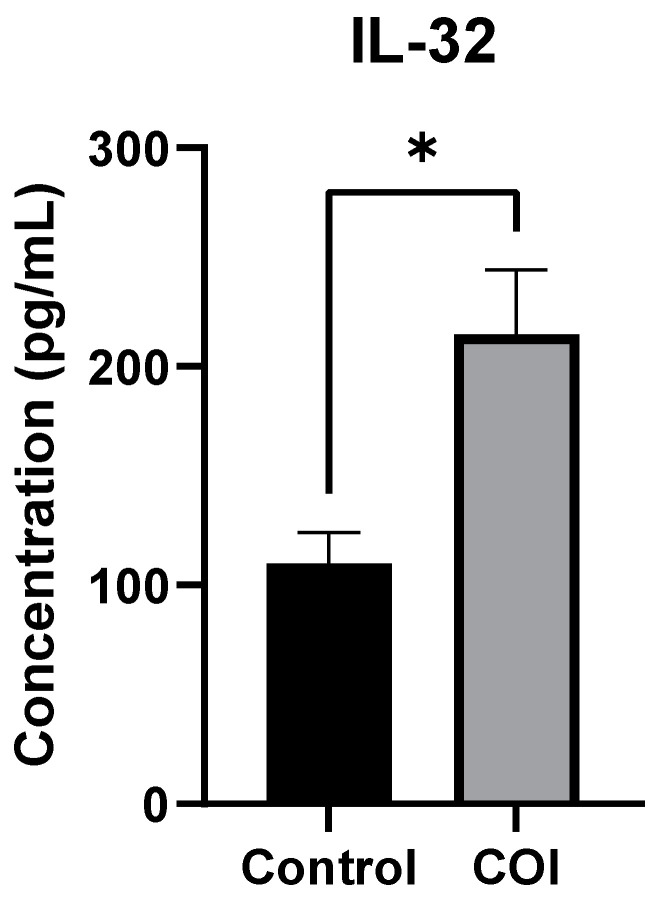
Quantification of IL-32 release after 24 h. THP-1: only macrophages; CO-I: co-culture of THP-1 with inactivated germinated *T. rubrum* conidia. Paired *t*-test. * *p* < 0.04.

**Figure 8:**
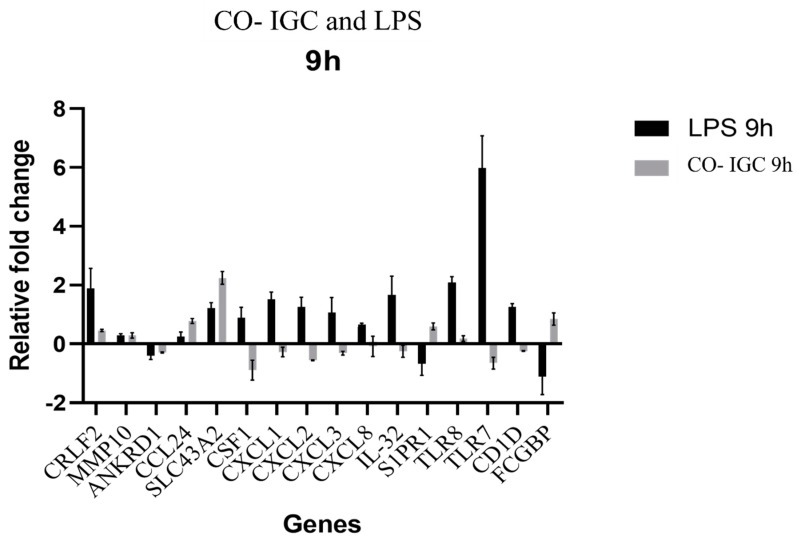
Comparison of the gene modulation profile of THP-1 macrophages co-culture challenged with LPS and co-cultured with inactivated germinated *T. rubrum* conidia (Co-IGC) for 9 h.

**Table 1:** The top 10 most significantly up- or down-regulated genes.

ID	Gene Product Name	Log_2_ (Fold Change)
Up-regulated		
CRLF2	cytokine receptor-like factor 2	2.79
GREM1	gremlin 1, DAN family BMP antagonist	2.75
EBF1	EBF transcription factor 1	2.59
MMP10	matrix metallopeptidase 10	2.41
ANKRD1	ankyrin repeat domain 1	2.21
LIF	LIF interleukin 6 family cytokine	2.14
HIVEP2	human immunodeficiency virus type I enhancer binding protein 2	2.12
CCL24	C-C motif chemokine ligand 24	1.92
SLC43A2	solute carrier family 43 member 2	1.92
CSF1	colony stimulating factor 1	1.90
Down-regulated		
P2RY12	purinergic receptor P2Y12	−1.88
S1PR1	sphingosine-1-phosphate receptor 1	−1.69
NTS	neurotensin	−1.67
BBOX1	gamma-butyrobetaine hydroxylase 1	−1.44
LINC01537	long intergenic non-protein coding RNA 1537	−1.31
NLRP12	NLR family pyrin domain containing 12	−1.26
HPSE	heparanase	−1.24
FCGBP	Fc fragment of IgG binding protein	−1.22
PDE7B	phosphodiesterase 7B	−1.20
MMRN2	multimerin 2	−1.19

**Table 2:** Validated genes involved in immune response and other functions of the biological processes category.

Biological Processes		
Immune response		
ID	Gene name	Log_2_ (fold change)
CRLF2	cytokine receptor-like factor 2	2.79
CCL24	chemokine (C-C motif) ligand 24	1.92
CSF1	colony stimulating factor 1 (macrophage)	1.9
CXCL3	chemokine (C-X-C motif) ligand 3	1.88
CXCL1	chemokine (C-X-C motif) ligand 1 (melanoma growth stimulating activity, alpha)	1.72
CXCL8	chemokine (C-X-C motif) ligand 8	1.71
IL32	interleukin 32	1.27
CXCL2	chemokine (C-X-C motif) ligand 2	1.10
CD1D	CD1d molecule	−1.03
FCGBP	Fc fragment of IgG binding protein	−1.22
Other functions		
MMP10 Protein metabolism	matrix metallopeptidase 10	2.41
ANKRD1 Regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolism	ankyrin repeat domain 1 (cardiac muscle)	2.21
SLC43A2 Transport	solute carrier family 43 member 2	1.92
S1PR1 Cell communication Signal transduction	sphingosine-1-phosphate receptor 1	−1.69
TLR8 Innate immune response	Toll-like receptor 8	−1.06
TLR7 Cell communication Signal transduction	Toll-like receptor 7	−1.04

## Data Availability

Not applicable.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/jof9050563/s1, Table S1: Primers used for qPCR analysis; Table S2: General features of RNA-seq reads mapped to the human reference genome (hg38); Table S3: RNA-seq genes from the co-culture of THP-1 macrophages with *T. rubrum* CGI.(*p* < 0.05) up regulated → log2 (Fold Change) ≥ 1.0 and down-regulated → log2 (Fold Change) ≤ −1.0. DEGs = 83 genes

# Supplementary material for: Transcriptome Analysis of Co-Cultures of THP-1 Human Macrophages with Inactivated Germinated Trichophyton rubrum Conidia
**Source:** J Fungi (Basel). 2023 May 12;9(5):563. doi: 10.3390/jof9050563
**Supplement:** Supplementary file 1

**Supplementary Table S1.** Primers used for qPCR analysis.

| <b>ID</b>                        | <b>Gene Product Name</b>                                                       | <b>Primer sequence (5'- 3')</b>                       | <b>Fragment</b> | <b>Reference</b> |
|----------------------------------|--------------------------------------------------------------------------------|-------------------------------------------------------|-----------------|------------------|
| <b>CRLF2</b><br>NM_001012288.2   | cytokine receptor like factor 2                                                | F: TGAGATTTTCGTGGCATCAG<br>R: TTCTATGGTGACGTTGCAGG    | 147 bp          | This paper       |
| <b>MMP10</b><br>NM_002425.3      | matrix metalloproteinase 10                                                    | F:GGAGTTGAGCCTAAGGTTGATG<br>R: TCGCCTAGCAATGTAACCAG   | 145 bp          | This paper       |
| <b>ANKRD1</b><br>NM_014391.2     | ankyrin repeat domain 1                                                        | F:GGTGAGACTGAACCGCTATAAG<br>R: GGCTGTCGAATATTGCTTTGG  | 140 bp          | This paper       |
| <b>CCL24</b><br>NM_002991.2      | C-C motif chemokine ligand 24                                                  | F: TTCTGTTCTTGGTGTCTGTG<br>R: CACTCGGTTCTCAGGAATTCTC  | 109 bp          | This paper       |
| <b>SLC43A2</b><br>NM_001284498.1 | solute carrier family 43 member 2                                              | F: GGGCTTTTACTCCTACCTGTG<br>R: AATTTAGCATCTCGTCCTGGG  | 140 bp          | This paper       |
| <b>CSF1</b><br>NM_000757.6       | colony stimulating factor 1                                                    | F: CGCTTCAGAGATAACACCCC<br>R: TCATAGAAAGTTCGGACGCAG   | 128 bp          | This paper       |
| <b>CXCL1</b><br>NM_001511.3      | chemokine (C-X-C motif) ligand 1 (melanoma growth stimulating activity, alpha) | F: AACCGAAGTCATAGCCACAC<br>R: GTTGGATTTGTCACTGTTTCAGC | 109 bp          | This paper       |
| <b>CXCL2</b><br>NM_002089.4      | chemokine (C-X-C motif) ligand 2                                               | F: AACCGAAGTCATAGCCACAC<br>R: TCTGGTCAGTTGGATTGCCC    | 116 bp          | This paper       |
| <b>CXCL3</b><br>NM_002090.2      | chemokine (C-X-C motif) ligand 3                                               | F: AACCGAAGTCATAGCCACAC<br>R: GTGCTCCCCCTTGTTTCAGTATC | 105 bp          | This paper       |
| <b>CXCL8</b>                     | chemokine (C-X-C motif) ligand 8                                               | F: TCCTGATTTCTGCAGCTCTG                               | 138 bp          | This paper       |

|                                |                                                  |                                                        |        |                                      |
|--------------------------------|--------------------------------------------------|--------------------------------------------------------|--------|--------------------------------------|
| NM_000584.4                    |                                                  | R: GTCCACTCTCAATCACTCTCAG                              |        |                                      |
| <b>IL-32</b><br>NM_001012631.2 | interleukin 32                                   | F: AAACCTGCTTATACTCCCTGG<br>R:CTTTATACATCACCCAGTCTCAGG | 138 bp | This paper                           |
| <b>S1PR1</b><br>NM_001400.4    | sphingosine-1-phosphate<br>receptor 1            | F:GGGAAGGGAGTATGTTTGTGG<br>R:AGGAAGAGGCGGAAGTTATTG     | 127 bp | This paper                           |
| <b>TLR8</b><br>NM_016610.3     | Member of the Toll-like<br>receptor family (TLR) | F: TGGTTCCTGTGAGTTATGCG<br>R: CACATATTTGCCCACCGTTTG    | 139 bp | This paper                           |
| <b>TLR7</b><br>NM_016562.4     | toll-like receptor 7                             | F: TTCCTAAAACTCTGCCCTGTG<br>R: TGTGGTTAATGGTGAGGGTG    | 141 bp | This paper                           |
| <b>CD1D</b><br>NM_001766.3     | CD1d molecule                                    | F: TCATTGTGGGCTTTACCTCC<br>R: TTCAATTCCTGAGCAGACCAG    | 148 bp | This paper                           |
| <b>FCGBP</b><br>NM_003890.2    | Fc fragment of IgG binding<br>protein            | F:GTGACGTTGACTCCAAACAAG<br>R: ACGGACACAGATGCTAACTTC    | 83 bp  | This paper                           |
| <b>ACTB</b>                    | Beta-actin                                       | F:GTTGCGTTACACCCTTTCTTG<br>R:TGCTGTCACCTTCACCGTTC      | 154 bp | (DAI, Z. J. <i>et al.</i> ,<br>2012) |
| <b>GAPDH</b>                   | Glyceraldehyde-3-<br>phosphate dehydrogenase     | F:AATCCCATCACCATCTTCCAG<br>R:GAGCCCCAGCCTTCTCCAT       | 118 bp | (MA <i>et al.</i> , 2015)            |

**Supplementary Table S2.** General features of RNA-seq reads mapped to the human reference genome (hg38).

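Table S2 follows the reads of each library from the sequencer to the alignment. High-quality reads are those left after trimming, and mapped reads are the part of them that STAR placed on the human genome. The paper's Table S2 gives 83691093 to 93696535 mapped reads per library, and mapped shares of 94.0% to 95.4%. The counts in genes, summed here from the deposited counts, came to 43.1% to 43.9% of these mapped reads. The GeneCounts option of STAR counts a read pair once and leaves out pairs that map to several places, to more than a single gene or to no gene. Table S2 does not say whether it counts reads or pairs. Raw totals such as 92503239 are odd, which a count of both reads of each pair cannot give, so they may be pairs. How much of the shortfall comes from each of these points, or from the strand setting of the counts, was not tested.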

| Sample                  | Raw reads   | High-quality reads | Mapped reads STAR | Total mapped reads (%) |
|-------------------------|-------------|--------------------|-------------------|------------------------|
| THP1-7 (Control1)       | 92,503,239  | 88,111,148         | 83,912,255        | 95.23                  |
| THP1-8 (Control2)       | 93,650,266  | 88,951,289         | 84,891,979        | 95.44                  |
| THP1-9 (Control3)       | 102,973,651 | 98,294,201         | 93,696,535        | 95.32                  |
| Co-THP1-10 (Treatment1) | 93,481,073  | 89,058,976         | 83,691,093        | 93.97                  |
| Co-THP1-11 (Treatment2) | 95,946,772  | 91,427,461         | 86,957,411        | 95.11                  |
| Co-THP1-12 (Treatment3) | 98,841,212  | 93,565,192         | 88,590,607        | 94.68                  |

**Supplementary Table S3.** RNA-seq genes from the co-culture of THP-1 macrophages with *T.rubrum* CGI.

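Table S3 lists the log2 fold change of 65 induced and 18 repressed genes from the authors' DESeq2 analysis. Refitted with edgeR, the log2 fold change of the 83 genes differed from the paper's by a median of 0.003 and by at most 0.034. Of these, 25 did not pass the adjusted p, 18 induced and 7 repressed, and the largest adjusted p was 0.144, that of TLR7. Interferon-stimulated genes were among the 25: IFI44L had a log2 fold change of 1.57 (standard error 0.42, adjusted p = 0.133 from edgeR), IFIT1 one of 1.28 (standard error 0.29, adjusted p = 0.0854) and MX1 one of 1.06 (standard error 0.22, adjusted p = 0.0686). PRSS22, a serine protease, had one of 1.76 (adjusted p = 0.0777), and NRG1, a ligand of ErbB receptors, one of 1.37 (adjusted p = 0.0703). VCAN, the proteoglycan versican, had one of -1.11 (adjusted p = 0.0766) and PLK2, a polo-like kinase, one of -1.04 (adjusted p = 0.0739). All 83 passed in edgeR with the replicate block. Of the 83, 0 passed without control replicate 3, 5 without co-culture replicate 1, 19 without control replicate 1, 19 without co-culture replicate 3 and 30 without control replicate 2.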

( $P < 0.05$ ) up regulated  $\rightarrow \log_2$  (Fold Change)  $\geq 1.0$  and down-regulated  $\rightarrow \log_2$  (Fold Change)  $\leq -1.0$ .

DEGs = 83 genes

| Co-THP1 vs. THP1 |                |                                                                          |
|------------------|----------------|--------------------------------------------------------------------------|
| ID               | Log2FoldChange | Gene Product Name                                                        |
| CRLF2            | 2.79           | cytokine receptor like factor 2                                          |
| GREM1            | 2.75           | gremlin 1, DAN family BMP antagonist                                     |
| EBF1             | 2.59           | EBF transcription factor 1                                               |
| MMP10            | 2.41           | matrix metalloproteinase 10                                              |
| ANKRD1           | 2.21           | ankyrin repeat domain 1                                                  |
| LIF              | 2.14           | LIF interleukin 6 family cytokine                                        |
| HIVP2            | 2.12           | human immunodeficiency virus type I enhancer binding protein 2           |
| CCL24            | 1.92           | C-C motif chemokine ligand 24                                            |
| SLC43A2          | 1.92           | solute carrier family 43 member 2                                        |
| CSF1             | 1.90           | colony stimulating factor 1                                              |
| CXCL3            | 1.88           | C-X-C motif chemokine ligand 3                                           |
| TFPI2            | 1.88           | tissue factor pathway inhibitor 2                                        |
| GRASP            | 1.86           | general receptor for phosphoinositides 1 associated scaffold protein     |
| NR4A3            | 1.81           | nuclear receptor subfamily 4 group A member 3                            |
| ATP1B4           | 1.78           | ATPase Na <sup>+</sup> /K <sup>+</sup> transporting family member beta 4 |

|           |      |                                                             |
|-----------|------|-------------------------------------------------------------|
| PRSS22    | 1.77 | serine protease 22                                          |
| COL12A1   | 1.75 | collagen type XII alpha 1 chain                             |
| CXCL1     | 1.72 | C-X-C motif chemokine ligand 1                              |
| CXCL8     | 1.71 | C-X-C motif chemokine ligand 8                              |
| MGLL      | 1.68 | monoglyceride lipase                                        |
| MGAM      | 1.67 | maltase-glucoamylase                                        |
| IFI44L    | 1.57 | interferon induced protein 44 like                          |
| FMN1      | 1.51 | formin 1                                                    |
| BAALC-AS2 | 1.49 | BAALC antisense RNA 2                                       |
| TMEM119   | 1.43 | transmembrane protein 119                                   |
| FAM216B   | 1.41 | family with sequence similarity 216 member B                |
| SLC28A3   | 1.40 | solute carrier family 28 member 3                           |
| NRG1      | 1.37 | neuregulin 1                                                |
| P3H2      | 1.37 | prolyl 3-hydroxylase 2                                      |
| SCG5      | 1.36 | secretogranin V                                             |
| CLEC5A    | 1.36 | C-type lectin domain containing 5A                          |
| TNFAIP6   | 1.35 | TNF alpha induced protein 6                                 |
| MMP8      | 1.35 | matrix metalloproteinase 8                                  |
| BIRC3     | 1.33 | baculoviral IAP repeat containing 3                         |
| TNFRSF18  | 1.30 | TNF receptor superfamily member 18                          |
| MME       | 1.30 | membrane metalloendopeptidase                               |
| SERPINE1  | 1.29 | serpin family E member 1                                    |
| IFIT1     | 1.28 | interferon induced protein with tetratricopeptide repeats 1 |
| SYN2      | 1.28 | synapsin II                                                 |
| (40)IL32  | 1.27 | interleukin 32                                              |
| TIMP4     | 1.27 | TIMP metalloproteinase inhibitor 4                          |
| KIAA1644  | 1.25 | []                                                          |
| PHF24     | 1.23 | PHD finger protein 24                                       |

|           |                                                                           |
|-----------|---------------------------------------------------------------------------|
| MET       | 1.23 MET proto-oncogene, receptor tyrosine kinase                         |
| SRC       | 1.21 SRC proto-oncogene, non-receptor tyrosine kinase                     |
| LOC653513 | 1.19 []                                                                   |
| HR        | 1.18 HR lysine demethylase and nuclear receptor corepressor               |
| CLDN1     | 1.17 claudin 1                                                            |
| FCAR      | 1.17 Fc fragment of IgA receptor                                          |
| IGFN1     | 1.16 immunoglobulin-like and fibronectin type III domain containing 1     |
| TNF       | 1.16 tumor necrosis factor                                                |
| TGFB3     | 1.16 transforming growth factor beta 3                                    |
| TDRD6     | 1.15 tudor domain containing 6                                            |
| LINC00877 | 1.15 long intergenic non-protein coding RNA 877                           |
| SEMA3C    | 1.14 semaphorin 3C                                                        |
| CXCL2     | 1.10 C-X-C motif chemokine ligand 2                                       |
| NCF1      | 1.09 neutrophil cytosolic factor 1                                        |
| MX1       | 1.06 MX dynamin like GTPase 1                                             |
| STC1      | 1.05 stanniocalcin 1                                                      |
| MMP9      | 1.05 matrix metalloproteinase 9                                           |
| TRAF1     | 1.05 TNF receptor associated factor 1                                     |
| RRAD      | 1.05 RRAD, Ras related glycolysis inhibitor and calcium channel regulator |
| SOD2      | 1.04 superoxide dismutase 2                                               |
| LINC01050 | 1.02 long intergenic non-protein coding RNA 1050                          |
| TBX21     | 1.00 T-box 21                                                             |
| CD1D      | -1.03 CD1d molecule                                                       |
| PLK2      | -1.04 polo like kinase 2                                                  |
| TLR7      | -1.04 toll like receptor 7                                                |
| ROBO4     | -1.05 roundabout guidance receptor 4                                      |
| TLR8      | -1.05 toll like receptor 8                                                |
| C2orf91   | -1.08 chromosome 2 open reading frame 91                                  |

|           |       |                                             |
|-----------|-------|---------------------------------------------|
| VCAN      | -1.11 | versican                                    |
| SH3TC2    | -1.13 | SH3 domain and tetratricopeptide repeats 2  |
| MMRN2     | -1.19 | multimerin 2                                |
| PDE7B     | -1.20 | phosphodiesterase 7B                        |
| FCGBP     | -1.22 | Fc fragment of IgG binding protein          |
| HPSE      | -1.24 | heparanase                                  |
| NLRP12    | -1.26 | NLR family pyrin domain containing 12       |
| LINC01537 | -1.31 | long intergenic non-protein coding RNA 1537 |
| BBOX1     | -1.44 | gamma-butyrobetaine hydroxylase 1           |
| NTS       | -1.67 | neurotensin                                 |
| S1PR1     | -1.69 | sphingosine-1-phosphate receptor 1          |
| P2RY12    | -1.88 | purinergic receptor P2Y12                   |

---

Gene expression values are expressed in log<sub>2</sub> fold change.

How the deposited data were processed for this re-analysis (not part of the article)

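RNA-seq was done on 6 libraries of PMA-differentiated THP-1 macrophages, 3 of macrophages alone (control) and 3 of macrophages after 24 h with IGC (co-culture). Groups and replicate numbers were taken from the sample labels and the paper.

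The authors aligned trimmed reads to hg38 with STAR and deposited the count of read pairs per gene for each library, as whole numbers. The submitters' processing notes name FastQC 0.11.7, Trimmomatic 0.36 and STAR 2.5.2b, and the version of DESeq2 and the gene annotation are not given in the sources used here. The authors also deposited normalized values (a signal per library), a log2 fold change, a p-value and an adjusted p-value for each gene from DESeq2. The normalized signal columns deposited were checked to be the counts divided by one size factor per library, of 0.952 to 1.08. Every gene had a name.

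The total count per library had a median of 36818494 in the control (36688547 to 40905910) and of 37468242 in the co-culture (36410307 to 38237425). CAP1 took the largest share of the counts, 2.4%. Libraries of one group differed by more than sampling noise, with a mean chi-square per gene between 7.21 and 39.2, so none was a copy of another.

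Genes were filtered with filterByExpr of edgeR 4.0.16 in R 4.3.3 (minimum count 10), which left 14728 genes, scaled by TMM and tested with glmQLFit and glmQLFTest, with no covariates. The Benjamini-Hochberg adjusted p threshold was 0.05, and the log2 fold change threshold of the paper, 1, was added where stated. The biological coefficient of variation was 0.114 and the prior degrees of freedom were 3.49. The 35 gene lists were tested with camera of limma 3.58.1 (preset correlation 0.01), adjusted over the lists. They were fixed before the data were examined, as were the tests and most alternatives, but after Tables 1, 2 and S3 had been read. The genes named were those of Tables 1 and 2, genes the paper names for other assays, the 10 largest rises and the 10 largest falls among genes past the adjusted p with separated groups and a mean of at least 1 CPM, up to 4 members of each list described, those with the smallest adjusted p, and the genes of Table S3 that were not called. SRC, CD69, INHBA and CAP1 were named after their values were seen.

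Whether the replicate numbers pair the libraries was checked by the correlation, over genes, of the deviations from the group means. Libraries with the same number had correlations of 0.337, 0.698 and 0.173, each above the limit of 0.1, so the numbers were taken to pair the libraries on this hint from the data, although control replicate 1 correlated best with co-culture replicate 3 (0.529). The fit with the replicate number as a block is given beside the genes and lists whose call it changed and beside the counts of list members.

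The alternatives were RLE and upper-quartile scaling, DESeq2 1.42.0 (on the filtered genes, on all genes with a count, and with shrunken fold changes), limma voom, no filter, a filter of at least 1 CPM in 3 libraries, robust dispersions, the replicate block, each library left out in turn, camera with an estimated correlation, and fry. Leaving out the libraries numbered 2 of both groups was added after seeing the data. The edgeR fit was tested on simulated data with the depth and means of these libraries: of 66, 67 and 64 genes changed by a log2 fold change of 0.5, 1 and 2, it called 27.3%, 74.6% and 98.4%, and 6 of 142 called genes were unchanged ones. In the same data, where genes vary independently, camera called the shifted list and 0 of 34 random lists, while between other splits of the real libraries it called 6 to 16 of the 35 lists.

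Coordinates come from the GENCODE 44 annotation of hg38, in which 91.3% of the tested genes were found by name. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 made the tables and figures. The qPCR, ELISA, LDH, LPS and live conidia assays were not analysed here.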

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

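The test of CCL4 on its spliced transcript was chosen after the result was seen. The genes of the next paragraphs were picked out because they, or most of their group, lie outside the genes the paper reports.

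Outside Table S3, 125 genes were higher and 78 were lower in the co-culture at an adjusted p under 0.05 from edgeR, most of them under the log2 fold change threshold. Of the 34 NF-κB target and feedback genes, 13 were higher, 4 of the list being in Table S3, 23 were with the replicate block, and 0 to 9 when 1 library was left out. Of the 27 genes of the unfolded protein and integrated stress response, 3 were lower and 0 higher (12 and 3 with the replicate block). The list was lower in camera (adjusted p = 2.52e-04) but did not pass with an estimated correlation (0.236). PHGDH and PSAT1 of serine synthesis fell by 0.70 and 0.64 on the log2 scale (adjusted p = 0.0284 and 0.0303 from edgeR). ASNS of asparagine synthesis fell by 0.48 (adjusted p = 0.0427 from edgeR). PHGDH passed in 1 of the 6 fits that left out 1 library, and PSAT1 and ASNS in 0. CCR7, a chemokine receptor of mature dendritic cells, had a log2 fold change of 1.31 (standard error 0.24, adjusted p = 0.0439 from edgeR, 0.0560 in the authors' deposited table), and CD69, an early activation marker, one of -1.42 (standard error 0.26, adjusted p = 0.0445 from edgeR, 0.0611 in the authors' deposited table). Both lay under 1 CPM and passed in 0 of the 6 fits that left out 1 library.

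CCL4L2, a chemokine gene of the CCL4 family on chromosome 17 (36210924 to 36212878), had 0, 0 and 1 counts in the control libraries and 16, 15 and 15 in the co-culture libraries. The 46 counts against 1 give a ratio of 46.9 (95% interval of counting error 8.02 to 1894), and the authors' deposited table gives it no adjusted p. It passed in edgeR (adjusted p = 0.0156) and in 1 of the 6 fits that left out 1 library, that without co-culture replicate 2. CCL3, CCL4, CCL3L3 and CCL4L1 were listed at 0 in each library, while CCL3L1 of the related CCL3 family had 7 counts in the control and 15 in the co-culture. Counts lost to sharing between CCL4 and CCL4L2 stay open, since of the 75-base windows of the longest CCL4 transcript, 4.1% also occur in a CCL4L2 transcript, but that transcript keeps its introns, and of those of the longest spliced one 13.8% do, which decides nothing. An overlap of gene models in the annotation the authors used was not tested and stays open too, as does a response of CCL4L2 to the conidia.

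There are 10 ways to part the 6 libraries into 3 and 3, too few for a share under 0.05 (the real one, 1 of 10, is the least possible). The real groups gave 261 genes past the adjusted p and the highest other split gave 1. At both thresholds of the paper these counts were 61 and 1, for the genes of Table S3 58 and 0, and for the gene lists 20 and 16, the split with 16 being one that parts the replicate numbers as the real one does.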

How the results depend on the processing

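Leaving out the libraries numbered 2 was chosen after the data were seen. The 172 higher and 89 lower genes became 419 and 313 with DESeq2 on the filtered genes (258 of the 261 shared), 394 and 297 with shrunken fold changes, 393 and 296 on all genes with a count, 1299 and 1189 with the replicate block (all 261 shared), and 485 and 371 without the libraries numbered 2. Leaving out 1 library gave 0 to 106 higher and 0 to 47 lower genes, and the range was 154 to 184 and 84 to 95 with the other scalings, filters, robust dispersions and voom. At both thresholds the 49 higher and 12 lower genes became 19 and 0 with shrunken fold changes. They became 95 and 40 with the replicate block, and 0 and 0 with glmTreat, which was run without the block. The lower genes became 33 without the libraries numbered 2. Leaving out 1 library gave 0 to 40 and 0 to 17. Of the genes of Table S3, 0 to 53 passed the adjusted p and 0 to 51 both thresholds when 1 library was left out, 19 both thresholds with shrunken fold changes, and 0 with glmTreat. Fewer libraries leave the test fewer degrees of freedom, but leaving out both libraries numbered 2 raised the calls to 485 and 371. The cause of the changes was not tested. The 10 higher and 10 lower lists became 1 and 0 with an estimated correlation and 5 and 4 with fry. They became 10 and 8 with limma voom and 11 and 10 with no filter. With at least 1 CPM in 3 libraries, where fewer lists were tested, they became 8 and 9. The block ended the call of the Toll-like receptors and added cholesterol efflux (adjusted p = 0.0222) and the oxidative stress response (0.0263), with no other change among the lists. Of the 170 named genes tested, the block added the calls of 71 and ended 0. The correlation with the paper's Table 2 was 0.937 with shrunken fold changes, 0.995 without the libraries numbered 2 and 0.990 to 0.999 when 1 library was left out.

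None of the 261 called genes, over the alternatives that kept it, and no list past its threshold turned its direction. Directions turned for results that did not pass. With 1 library left out in turn, the adjusted p of these lists ran from 0.687 to 0.979 for the NADPH oxidase, from 0.0765 to 0.915 for the lysosome, from 0.192 to 0.967 for cholesterol synthesis, from 0.0529 to 0.735 for glycolysis, from 0.0505 to 0.979 for the heat shock response, from 5.89e-04 to 0.793 for histone genes and from 0.146 to 0.979 for housekeeping genes. The histone list passed in 2 of these fits, in the direction it had with all libraries. The log2 fold change of TLR9 ran from -0.077 to 0.063. The direction also turned without the libraries numbered 2 for the lysosome (adjusted p = 0.930) and TLR9 (log2 fold change 0.083), and with no filter for keratinocyte markers (adjusted p = 0.925). The cause was not tested.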

Differences from the paper's values

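With all libraries in edgeR, no fold change of the 83 genes of Table S3 differed from the paper's beyond its error. Among the alternatives, 82 differed with shrunken fold changes and 1 to 26 when 1 library was left out, with 26 without co-culture replicate 2 and 11 without control replicate 2. The paper counts 83 genes at its adjusted p and log2 fold change thresholds, 65 induced and 18 repressed. At the same thresholds edgeR gave 61, 49 and 12. DESeq2 on the filtered genes and on all genes with a count, set as alternatives before the data were examined, gave 65 and 18.

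The paper names 83 genes as differentially expressed, of which 25 did not pass the adjusted p in edgeR, among them CCL24, BBOX1, LINC01537 and MMRN2 of Table 1 and CCL24, CXCL2, TLR7 and TLR8 of Table 2. All 83 passed the adjusted p in DESeq2 with each of its settings and in edgeR with the replicate block, and 65 passed in edgeR with no filter, 59 with RLE scaling.

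The paper presents Table 1 as the most significantly modulated genes. Its 20 genes are ordered by fold change, and the smallest p-values in edgeR were those of MMP9 and SRC (adjusted p = 0.00194 for both), as in the authors' deposited table, where they rank 1 and 2.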

Other observations

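The tests of the libraries numbered 2 and of the fibroblast list were chosen after the results were seen.

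The lists of monocyte markers, cell cycle genes and ribosomal protein genes, the last taken as a sign of RNA quality, were lower in camera, although few of their genes passed. Of 14 markers of undifferentiated monocytes and myeloid precursors, 1, CD14, was lower and 0 higher (4 lower when adjusted over the list alone, camera adjusted p = 6.02e-06, 0.0598 with an estimated correlation). Of 39 cell cycle genes and 78 cytosolic ribosomal protein genes, 0 passed in edgeR in either direction, with median log2 fold changes of -0.21 and -0.19 (camera adjusted p = 3.50e-07 and 5.36e-12, 0.327 and 0.526 with an estimated correlation). CD14 passed in 0 of the 6 fits that left out 1 library. With the replicate block, 10 of the monocyte markers, 21 of the cell cycle genes and 61 of the ribosomal protein genes were lower and 0, 1 and 0 higher. The lists of the unfolded protein and integrated stress response (2.52e-04), MHC class II and CD1 (0.0106), endothelial markers (0.0132) and oxidative phosphorylation (0.0322) were lower in camera too, with adjusted p = 0.236, 0.467, 0.415 and 0.845 with an estimated correlation. The MHC and oxidative phosphorylation lists lost their call without control replicate 1, control replicate 3 or co-culture replicate 2 (adjusted p up to 0.127 and 0.640), and the endothelial list without control replicate 2 or co-culture replicate 3 (up to 0.135). With the block, 12 genes of the first of these lists were lower and 3 higher, and 2, 4 and 2 genes of the others were lower and 0 higher.

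Higher in camera were neutrophil markers (3 of 8, MMP9, MMP8 and MME, adjusted p = 4.78e-07, 0.0582 with an estimated correlation), CC chemokines (3 of 7, CCL4L2, CCL20 and CCL22, 5.88e-08 and 0.0582), M1-type markers (3 of 15, TNF, IL1B and CCR7, 1.94e-04 and 0.271), immediate early genes (NR4A3, EGR3 and EGR2 of 31 higher and KLF4 lower, 6.53e-04 and 0.415) and interferon-stimulated genes (OAS3 of 47, 2.40e-05 and 0.327). With the block, 4 neutrophil markers, 5 CC chemokines, 7 M1-type markers, 13 immediate early genes and 16 interferon-stimulated genes were higher, and 1, 1, 0, 6 and 2 lower. When 1 library was left out, 0 to 2 neutrophil markers, 0 to 1 CC chemokines, 0 to 1 M1-type markers, 0 to 2 immediate early genes and 0 to 3 interferon-stimulated genes were higher, and MME, CCL22, EGR2 and KLF4 passed in 0 of the 6 fits. The immediate early list lost its call without control replicate 2 or co-culture replicate 1 (adjusted p up to 0.0765). The lists of cholesterol efflux (adjusted p = 0.0624, 0.0222 with the block, with MGLL, NR1H3 and ACSL1 higher), M2-type markers (0.173, with TGM2 and CCL22 higher), the NRF2 response (0.173, 0.0263 with the block, with FTH1 higher), lymphocyte markers (0.109, with TBX21 and EBF1 higher), lipid mediators (0.566), cholesterol synthesis (0.566), lysosome (0.482), glycolysis (0.430), heat shock (0.618), keratinocyte markers (0.434), histone genes (0.482) and housekeeping genes (0.718) did not pass in camera. At the gene level TLR4 had a log2 fold change of -0.21 (adjusted p = 0.185 from edgeR, 0.0341 with the replicate block), CLEC7A, which encodes dectin 1, one of -0.38 (0.0941, and 0.0136 with the block), TLR9 one of -0.01 (0.982) and IL12A one of -0.75 (0.362). IL6 was listed at 0 in each library, TLR3 had 7 counts in the control and 6 in the co-culture, and IL12B had 2 and 3. The paper's ELISA found more IL-12 released with IGC. IL12A RNA did not rise, IL12B had too few counts to test, and the cause of this difference was not tested.

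The libraries numbered 2, one of each group, deviated together from the rest (correlation of their deviations 0.698, the first principal component holding 45.8% of the variance). Library size is argued against as a shared cause, since co-culture replicate 2 lay 0.39% from the mean of the other libraries of its group. Control replicate 2 lay at -5.59%, past the tolerance of 5%, so library size stays open for control replicate 2 alone. Genomic DNA is argued against as the main cause. The 549 genes of families silent in macrophages were higher in these libraries (ratio 1.23, 95% interval of counting error 1.06 to 1.42). But their excess per kb was at most 0.202% of the median excess of long genes, a limit that covers counting error only. A candidate explanation that the values fit is more reads from unspliced or partly spliced RNA, since the deviation correlated with the genomic span of genes at a Spearman's rho of 0.489 in the control and 0.562 in the co-culture. It also went with transcript length (0.338 and 0.385) and GC content (-0.121 and -0.251), and at a given transcript length the rho with span was 0.381 and 0.45, at a given GC content 0.481 and 0.522, and no biological explanation was tested.

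The fibroblast and stromal list was higher in the co-culture (2 of 11, GREM1 and COL12A1, both also in Table S3, 4 with the replicate block, camera adjusted p = 9.03e-04, 0.271 with an estimated correlation). Cells of another type would bring abundant collagens, but COL1A1, COL1A2 and COL3A1 rose together by 0.138 CPM, which alone decides nothing. COL1A1 carried this rise, with 183 counts in the control and 195 in the co-culture, while COL1A2 and COL3A1 together had 4 in each (at most 10.2 at 95% in the co-culture) against 85 of GREM1 in the co-culture. The rise of COL1A1 was at most 0.541 CPM (95% limit of counting error) against 0.643 CPM for GREM1. This sets a limit against a point value, and the rule was revised after these counts were seen. The counts of COL1A2 and COL3A1 argue only against cells rich in these collagens. Other matrix genes rose, such as COL6A1 (log2 fold change 0.63, adjusted p = 0.00874 from edgeR) and COL6A2 (0.44, 0.0287). Of the 11 list genes, 5 were higher and 0 lower when adjusted over the list alone. Other cells as the source therefore stay open. A response of the macrophages was not tested and stays open too, as a hypothesis.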
